# Genome-Wide Host-Pathogen Interaction Unveiled by Transcriptomic Response of Diamondback Moth to Fungal Infection

**DOI:** 10.1371/journal.pone.0152908

**Published:** 2016-04-04

**Authors:** Zhen-Jian Chu, Yu-Jun Wang, Sheng-Hua Ying, Xiao-Wei Wang, Ming-Guang Feng

## Abstract

Genome-wide insight into insect pest response to the infection of *Beauveria bassiana* (fungal insect pathogen) is critical for genetic improvement of fungal insecticides but has been poorly explored. We constructed three pairs of transcriptomes of *Plutella xylostella* larvae at 24, 36 and 48 hours post treatment of infection (hpt_I_) and of control (hpt_C_) for insight into the host-pathogen interaction at genomic level. There were 2143, 3200 and 2967 host genes differentially expressed at 24, 36 and 48 hpt_I_/hpt_C_ respectively. These infection-responsive genes (~15% of the host genome) were enriched in various immune processes, such as complement and coagulation cascades, protein digestion and absorption, and drug metabolism-cytochrome P450. Fungal penetration into cuticle and host defense reaction began at 24 hpt_I_, followed by most intensive host immune response at 36 hpt_I_ and attenuated immunity at 48 hpt_I_. Contrastingly, 44% of fungal genes were differentially expressed in the infection course and enriched in several biological processes, such as antioxidant activity, peroxidase activity and proteolysis. There were 1636 fungal genes co-expressed during 24–48 hpt_I_, including 116 encoding putative secretion proteins. Our results provide novel insights into the insect-pathogen interaction and help to probe molecular mechanisms involved in the fungal infection to the global pest.

## Introduction

The diamond-back moth *Plutella xylostella* (Lepidoptera: Yponomeutidae) coevolves with crucifer [1] and hence is one of most devastating insect pests threatening economically important crops, such as cabbage, cauliflower and rapeseed [2]. The pest damage results in an annual economic loss of 4–5 billion US dollars worldwide [3,4]. This insect pest is also notorious with its high resistance to almost all classes of chemical insecticides [5,6] and crystal toxins of *Bacillus thuringiensis* [7]. Thus, it is critical to develop alternative strategies for the pest control [4].

One of alternative strategies against the pest is to make use of filamentous fungal insect pathogens, such as *Beauveria bassiana* and *Metarhizium anisopliae* which have been widely used as fungal insecticides [8–10]. Such fungi start infection by conidial adhesion to the insect integument, followed by germination and hyphal penetration through the host cuticle [11,12] by means of the action of various cuticle-degrading enzymes [13–17]. Upon entry into the host hemocoel, penetrating multicellular hyphae turn into unicellular blastospores, which must overcome high osmolarity and defensive immunity-derived oxidation encountered in the host hemolymph for yeast-like budding propagation until the host dies from mycosis [18–20]. Subsequently, the blastospores turn back into hyphae to penetrate the integument again for outgrowth and produce conidia on the cadaver surface for the initiation of a new infection cycle. This infection mode endows the insect pathogens with an ability to kill not only piercing insects but also chewing pests, such as *P*. *xylostella* [21]. The fungal lethal action is a process of host-pathogen interaction involved in cuticular penetration, blastospore propagation and host death due to the depletion of hemolymph nutrition. This process is namely a latent period of several days varying with insect species and body size, making the fungal lethal action slower than the action of a chemical insecticide. There has been no recorded insect resistance to fungal insect pathogens, perhaps a consequence of the slower lethal action.

The major disadvantage of fungal insecticides has been alleviated by rapid progress in entomopathogenic fungal biotechnology. Fungal virulence has been enhanced in transgenic fungal strains expressing exogenous chitinase, hybrid chitinase or protease (Pr1A) in *B*. *bassiana* [22–24]. The integration of a scorpion neurotoxin into fungal candidate strains has resulted in a great increase of toxicity to several lepidoptera pests [25–27] and malaria parasites within mosquitoes [28]. In spite of the normal route of cuticular penetration, fungal strains can acquire *per os* virulence for expansion of target pest spectrum by the integration of an insect midgut-specific toxin, such as the vegetative insecticidal protein Vip3Aa1 from *B*. *thuringiensis* [29–31]. A fungal insecticide based on a Vip3Aa1-expressing strain can compete with a chemical insecticide to protect a cabbage crop from full-season damages caused by an insect pest complex comprising *P*. *xylostella*, caterpillars and aphids [32]. Overexpression of an endogenous Mn^2+^-cofactored superoxide dismutase (MnSOD) in a *B*. *bassiana* strain resulted in not only enhanced virulence but increased tolerance to oxidative stress and UV-B irradiation [33]. Since the transgenic strains improved by exogenous gene expression are subject to strict safety evaluation prior to registration, it is ideal to explore more endogenous genes, such as the MnSOD gene, for use in genetic improvement of fungal insecticides. However, this is impeded by a lack of deep insight into the host-pathogen interaction due to unavailability for genomic information of fungal insect pathogens and many important insect pests a few years ago.

The annotated genomes of *B*. *bassiana* [34] and *P*. *xylostella* [35] provide an excellent opportunity for a genome-wide insight into the host-pathogen interaction by means of next generation sequencing (NGS) technology [36,37]. This study seeks to study the transcriptomic response of *P*. *xylostella* to the *B*. *bassiana* infection by analyzing digital gene expression (DGE) libraries (transcriptomes) of total RNAs derived respectively from the *P*. *xylostella* larvae at 24, 36 and 48 hours post treatment of infection (hpt_I_) and of control (hpt_C_). We identified a large number of differentially expressed genes (DEGs) in the pest response to the infection of *B*. *bassiana* and many fungal DEGs involved in the course of host infection.

## Materials and Methods

### Insect stock

The *P*. *xylostella* strain Fuzhou-S, which was used in the *P*. *xylostella* genome sequencing project [35], was maintained on caged cabbage plants at 25 ± 1°C in a light/dark cycle of 14:10 h under a fluctuating relative humidity of 65–85%. The third-instar larvae from the plants were prepared for the following use.

### Treatment of larvae with conidial suspension

The wild-type strain *B*. *bassiana* ARSEF 2860, which attacks many piercing and chewing insects and hence has been subjected to genome sequencing and annotation [34], was cultivated for full conidiation on Sabouraud dextrose agar (4% glucose, 1% peptone and 1.5% agar) plus 1% yeast extract at 25°C in a light/dark cycle of 12:12 h. Conidia harvested from the culture were suspended in 0.02% Tween 80 and standardized to 1 × 10^8^ conidia/ml. Three cohorts (replicates) of ~35 larvae on cabbage leaf discs (~10 cm in diameter) were separately exposed to an equal-volume (1 ml) spray of conidial suspension (treatment) or 0.02% Tween 80 (control) from the top nozzle of an Automatic Potters Spray Tower (Burkard Scientific Ltd, Uxbridge, UK) at a uniform working pressure of 0.7 kg/cm^2^. The sprayed larvae were reared *in situ* in large Petri dishes at 25°C under a photoperiod of 14:10 h and monitored daily for mortality records, which were corrected based on the background mortality in the control. Fresh leaf discs were supplied for their feeding whenever necessary during the period of rearing.

### Samples of infected and uninfected larvae for RNA extraction

The mortality curve of the larvae after spray was used to prepare insect samples for RNA extraction. Several cohorts of larvae were sprayed with the conidial suspension (treatment) or 0.02% Tween 80 (control) and reared as above. Samples of 50 surviving larvae were collected from the fungal treatment and the control at 24, 36 and 48 h respectively, forming three pairs of hpt_I_ and hpt_C_ samples.

### Construction and analysis of DGE libraries

Each sample of 50 larvae was immediately ground in liquid nitrogen. Total RNA was extracted from each ground sample with an RNAiso^TM^ Plus Reagent (TaKaRa, Dalian, China), purified with a Qiagen RNeasy Mini Kit (Qiagen, Germantown, MD, USA) plus on-column treatment with DNase I, and reversely transcribed into cDNA under the action of a PrimeScript RT^®^ Reagent kit (TaKaRa). The resultant cDNA was separated into large and small parts. The large part was sequenced at Beijing Genomics Institute (Shenzhen, China) for constructing a DGE library by means of an Illumina HiSeq™ 2000 platform (San Diego, CA, USA). The small part was used as a template to verify the sequencing by assessing transcript levels of selected genes through quantitative real-time PCR (qRT-PCR) experiments.

All raw DGE reads gained by sequencing the cDNA samples were filtered to generate clean tags, which were mapped with SOAP2 program [38] to the respective genome databases of *P*. *xylostella* [35] and *B*. *bassiana* [34] at the level of no more than five-base mismatching. All the data were normalized as reads per kilobase transcriptome per million mapped reads (RPKM). The whole DGE library database was registered in Gene Expression Omnibus (GEO) and available under the accession code GSE72383.

All *P*. *xylostella* DEGs were identified by horizontal comparison of paired DGE libraries (i.e., 24, 36 and 48 hpt_I_ versus 24, 36 and 48 hpt_C_ respectively) or longitudinal comparison between each pair of the libraries at two sequential time points (i.e., 36 versus 24 hpt_I_ or 48 versus 36 hpt_I_) based on the standards of *P* ≤ 0.001, FDR ≤ 0.001 and |log_2_ ratio| ≥ 1. All identified host DEGs were functionally annotated with known or putative gene information in the non-redundant NCBI protein databases and subjected to Gene Ontology (GO) analysis (http://www.geneontology.org/) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis (http://www.genome.jp/kegg/).

Similarly, all *B*. *bassiana* DEGs were identified through the GO term and KEGG enrichment analyses of the fungal DGE libraries at 36/24 hpt_I_ and 48/36 hpt_I_ respectively.

### Validation of DGE libraries

Seven DEGs were arbitrarily taken from each of the host DGE libraries at the three time points. Their transcript levels in the 10-fold dilution samples of the same cDNAs used for sequencing were quantified in a Mastercycler^®^ Ep-Realplex (Eppendorf, Hamburg, Germany) cycler via qRT-PCR with SRBR^®^ Premix Ex Taq^TM^ (TaKaRa) and paired primers (Table A in S1 File). A gene (Px008022.1) encoding 60S ribosomal protein L32 was used as an internal reference. The mean log_2_ R of each gene in each cDNA from the infected larvae over that in the cDNA from the control was calculated and compared with the value in the corresponding pair of DGE libraries to judge a validity of the constructed libraries. Three samples of each cDNA were used as replicates in the qRT-PCR experiment.

## Results and Discussion

### Survival trend of *P*. *xylostella* larvae heavily infected by *B*. *bassiana*

The *B*. *bassiana* strain was assayed for its virulence to the third-instar larvae of *P*. *xylostella* by spraying the highly concentrated suspension (1×10^8^ conidia/ml) to cohorts of ~35 larvae in the spray tower. This spray was expected to maximize both the fungal infection to the larvae and the fungal mass accumulation in the infected larvae, which were then used for total RNA extraction. As illustrated in Fig 1, the spray resulted in a corrected mortality of ~5%, 33% and 56% at 24, 48 and 72 hpt_I_, respectively, and reached 90% at 132 hpt_I_. The mortality trend of the sprayed larvae suggests a critical period of 24–48 hpt_I_ for the host-pathogen interaction.

**Fig 1:**
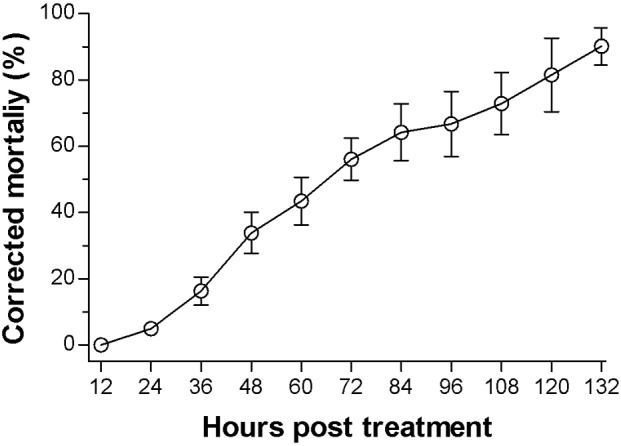
Corrected mortality trend of third-instar *P*. *xylostella* larvae infected by *B*. *bassiana*. Error bars: SD of the mean from three replicates.

### Features of DGE libraries

Total RNAs were extracted from three pairs of 50 *P*. *xylostella* larvae surviving at 24, 36 and 48 hpt_I_ and hpt_C_ respectively and sequenced by means of the NGS technique, resulting in a total number of 65 million raw tags (Table 1). 

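*B. bassiana* infects through the cuticle and then grows in the hemocoel, so RNA from infected larvae holds transcripts of the moth and of the fungus together. Larvae sprayed with conidia (hpt_I_) and control larvae (hpt_C_) were each sequenced at 24, 36 and 48 h, with 1 library for each of the 6 conditions. The sources differ on the material: the paper gives 100000000 conidia per ml and 50 surviving larvae per library collected at the named times, while the sample labels print 109 conidia per ml, read here as 10 to the power of 9 with a lost superscript, and about 200 living larvae, sprayed at staggered times and collected together. The time point and the treatment of each library are the same in both. For every detected gene the authors' tables give the uniquely matched reads, the RPKM and the gene length, made from clean tags that were mapped to both genomes with up to 5 mismatched bases. Reads on host genes summed to between 18277855 (48 hpt_C_) and 23021714 (36 hpt_C_) per library. Genes of 2 libraries were compared by an exact conditional binomial test on the reads, with host plus fungal reads as the library total for host genes and fungal reads as the total for fungal genes. A gene was called higher or lower at a two-sided p of at most 0.001, a false discovery rate of at most 0.001 and an absolute log2 ratio of RPKM of at least 1. This test compares those libraries, not the conditions, and with 1 library per condition each difference has no replicate check. Where a gene had 0 reads in 1 library, the ratio was taken against a floor of 3 reads and is a lower bound. Confidence intervals of single genes and of the fungal share of reads, and floors, cover counting error only.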

Percent distribution for the copy number of tags in each sequenced sample (Figure A in S1 File) coincides well with the reported feature of mRNA distribution [39–41]. All clean tags from each sequenced sample were mapped to the genomes of *P*. *xylostella* [35] and *B*. *bassiana* [34]. As a result, paired DGE libraries derived from the infected and uninfected (control) larvae comprised 14166 and 14382 host genes at 24 hpt_I_ and hpt_C_, 14773 and 13995 at 36 hpt_I_ and hpt_C_, and 14837 and 13903 at 48 hpt_I_ and hpt_C_, respectively. 

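Fungal transcripts were a small part of the RNA of infected larvae at every time point. The gene of a glucose-repressible protein (BBA_03649) had the highest fungal RPKM at 24 and 36 hpt_I_, with 80 and 67 reads. Histone H3 (BBA_10034), a chromatin protein, had 86 and 80 reads at these times. Ubiquitin (BBA_09309), which marks proteins for degradation, had 92, 110 and 274 reads at 24, 36 and 48 hpt_I_, and 40S ribosomal protein S20 (BBA_00409) had 90, 65 and 205. At 48 hpt_I_ the first rank passed to a ribosomal protein of the L1p/L10e family (BBA_04093), with 407 reads against 137 at 36 hpt_I_. Altogether 20061 reads at 24 hpt_I_, 18598 at 36 hpt_I_ and 39664 at 48 hpt_I_ fell on fungal genes. These are 0.101% (exact 95% interval 0.0999 to 0.103), 0.0852% (0.0840 to 0.0865) and 0.183% (0.181 to 0.185) of all host and fungal reads. Fungal counts were given for infected libraries alone, so the number of host reads that map to fungal genes is not known. Conserved genes, such as those of ribosomal proteins, histones and ubiquitin, held 14.9%, 18.3% and 22.1% of the fungal reads. A detected fungal gene had a median of 4, 2 and 4 reads, and 470, 693 and 652 of the detected genes rested on a single read. When the libraries were thinned to the fungal depth of 36 hpt_I_, 3122, 3612 and 4100 fungal genes were detected.

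**Figure D1:**
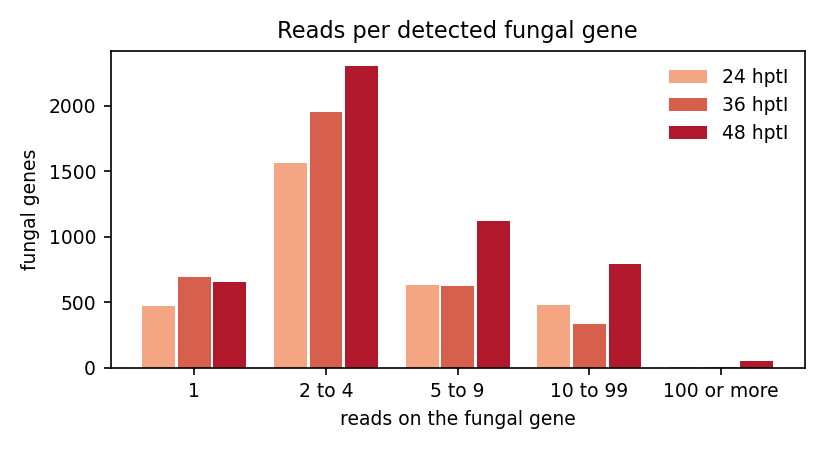
Number of detected fungal genes (vertical axis) in classes of reads per gene (horizontal axis) in the libraries of 24, 36 and 48 hpt_I_. Genes with 2 to 4 reads are the largest class in each library, at 49.7%, 54.0% and 46.8% of the detected genes.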

Up to 3148, 3613 and 4922 fungal genes were also expressed in the infected larvae at 24, 36 and 48 hpt_I_ respectively, constituting three other DGE libraries specific to the fungal infection.

**Table 1:** Distribution of reads and genes in the DGE libraries. *

Reads mapped to reference genome	24 h		36 h		48 h	
	Count	%	Count	%	Count	%
**Fungal treatment**						
Total reads	65228988	100.0	64624232	100.0	66880206	100.0
Mapped reads	32824512	50.3	34905517	54.0	35485924	53.1
Unique match	29665023	45.5	31800308	49.2	31712757	47.4
Detected host genes	14166	78.4	14773	81.8	14837	82.1
**Control**						
Total reads	65035304	100.0	65464942	100.0	66644942	100.0
Mapped reads	35048892	53.9	35183307	53.7	31841983	47.8
Unique match	31639270	48.7	31695748	48.4	28419774	42.6
Detected host genes	14382	79.6	13995	77.4	13903	76.9

* The percentage (%) for the mapped reads or the unique match is based on the count of total reads while the percentage for the detected host genes is based on the number of *P*. *xylostella* genes (18071).

The counts of host genes consistently detected in the DGE libraries at 24, 36 and 48 h were up to 12953 and 13620 in the respective control (Fig 2A) and fungal treatment (Fig 2B). 

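Genes read in infected larvae alone mark transcripts that the control larvae lacked or held below detection. Taking every gene with at least 1 read in an infected library and no read in any control library gave 577 host genes. The one with the most reads was transmembrane protease serine 6 (Px003000.1), a membrane-bound protease, with 133 reads, all at 36 hpt_I_. A CCAAT/enhancer-binding protein (Px009976.1), a transcription factor, had 13, 69 and 10 reads at 24, 36 and 48 hpt_I_. A gene annotated as GI24403 (Px008684.1) had 0, 25 and 34 reads. Most genes of this set were rare transcripts: 351 of the 577 had at most 3 reads over the 3 infected libraries, and 7 had at least 30. In the opposite direction, 251 genes were read in controls alone, of which 151 had at most 3 reads and 0 had at least 30. Over all 6 libraries 15711 host genes were detected, and 12626 in every library. Genes with an RPKM of at least 1 numbered 10682, 9823 and 10053 at 24, 36 and 48 hpt_C_ and 9977, 10680 and 10787 at 24, 36 and 48 hpt_I_.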

At the three time points, 996 host genes were expressed only in the infected larvae while other 328 genes were expressed only in the uninfected larvae. There were 1950 fungal genes co-expressed in the infected larvae at 24 and 36 hpt_I_, 2735 at 36 and 48 hpt_I_, and 1636 at the three time points (Fig 2C), indicating potential roles of these genes in the fungal response to the host immune defense during the critical period of infection.

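Fungal genes detected at every time point were counted by the presence of at least 1 read. By this rule, 1637 genes were shared by all 3 infected libraries. Ribosomal proteins build the ribosome, and of 98 cytosolic ribosomal protein genes, 81, 91 and 96 were detected at 24, 36 and 48 hpt_I_. Of 36 proteasome genes, which encode the protein-degrading complex, 27, 29 and 33 were detected. Of 40 genes of ABC transporters, which pump compounds out of the cell, 31, 24 and 32 were detected, and of 98 transporters of the major facilitator superfamily 45, 42 and 65. A further 313 genes were shared by 24 and 36 hpt_I_ only, 1098 by 36 and 48 hpt_I_ only and 699 by 24 and 48 hpt_I_ only. The genes seen in 1 library alone numbered 499, 564 and 1486, out of 6296 seen in any.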

**Fig 2:**
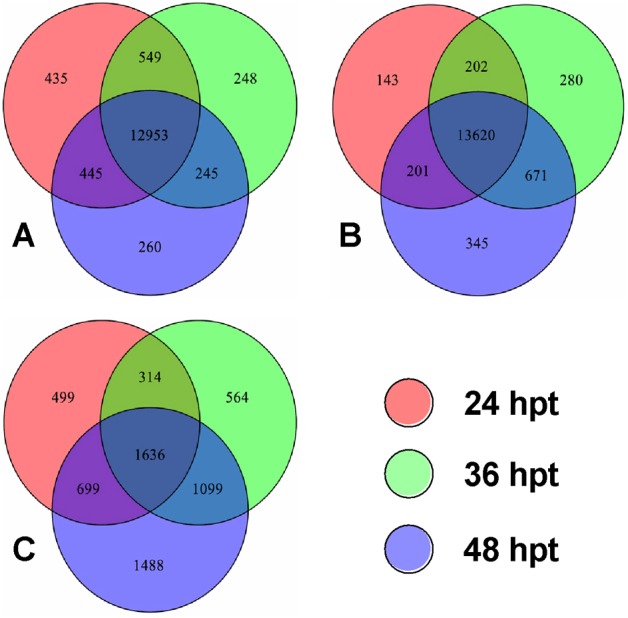
Venn diagrams for gene expression in *P*. *xylostella* and *B*. *bassiana*. (**A, B**) Counts of *P*. *xylostella* genes expressed respectively in the control (uninfected) and infected larvae at 24, 36 and 48 h post treatment (hpt). (**C**) Counts of *B*. *bassiana* genes expressed in the infected *P*. *xylostella* larvae at the three time points.

### Host genes identified from the DGE libraries

To identify host genes responsive to the fungal infection, the DGE libraries from the infected larvae were horizontally compared with the control counterparts based on the log_2_ ratios of host genes (|log_2_ R| ≥ 1) in each pair of DGE libraries and also longitudinally compared at 36/24 hpt_I_ and 48/36 hpt_I_. As illustrated in Fig 3A (left), 605, 2586 and 2138 host genes were upregulated at 24, 36, and 48 hpt_I_/hpt_C_, respectively, while 1538, 614 and 829 host genes were downregulated at the three time points. 

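Single host genes that differed between the infected and the control library of a time point encode proteases, defence peptides, cuticle proteins, binding proteins and others. At 24 hpt_I_, serine proteinase stubble (Px007357.2), a protease that shapes the epidermis in *Drosophila*, had 4815 reads against 54 in the control, a log2 ratio of 6.65. Hyphancin-3F (Px013796.1), an antimicrobial peptide of the cecropin type, had 928 reads against 60 (log2 ratio 4.12). An odorant binding protein (Px002880.1) was higher by 4.27 and a putative cuticle protein (Px014258.1) by 4.94 on the log2 scale. The seminal fluid proteins HACP044 Px014678.1 and Px009419.1 were higher by 4.14 and 4.12. Against the summed reads of the other 2 controls these ratios were 3.83 for stubble Px007357.2, 4.10 for Px013796.1, 1.93 for Px002880.1, 3.35 for Px014258.1, 2.35 for Px014678.1 and 2.17 for Px009419.1, all still called. Among the genes that fell at 24 hpt_I_ were the cuticular proteins CPG4 (Px008225.1, log2 ratio -4.06, and Px000024.1, -2.89), but against the summed reads of 36 and 48 hpt_C_ both stood higher, at 1.13 and 1.36, without being called. Splicing factor U2af 38 kDa subunit (Px008998.1) fell by 2.62 on the log2 scale and junctophilin-3 (Px008712.1), a protein of muscle membrane junctions, by 2.48 (-1.97 and -1.43 against the other controls). At 36 hpt_I_ the largest increases were those of endocuticle structural glycoprotein SgAbd-2 (Px003258.1), with 483 reads against 1 (log2 ratio 8.99, 95% interval 6.51 to 14.30), and neurofilament heavy polypeptide (Px001530.1), with 841 against 2 (8.79, and 2.28 against the other controls). They were followed by genes annotated as Osiris 9, which insects express during cuticle formation. Osiris 9 Px008696.1 had 1150 reads against 4 (log2 ratio 8.24). Px008693.1 had 493 against 0, a log2 ratio of 7.44 against the floor (lower end of the 95% interval 7.13). Against the other controls Px003258.1, Px008696.1 and Px008693.1 were higher by 6.49, 6.06 and 5.67. The 6 named genes with the largest decreases at 36 hpt_I_ were all annotated as cuticle proteins, led by larval/pupal rigid cuticle protein 66 (Px008649.1), with 1 read against 357 (log2 ratio -8.40, 95% interval -13.71 to -5.92). At 48 hpt_I_, hemocytin (Px006790.1), a clotting protein of hemocytes, was higher by 5.00 and a pancreatic lipase-related protein (Px008089.1) by 3.92, and against the other controls by 4.23 and 2.96. Membrane alanyl aminopeptidase (Px001707.1) was higher by 5.12 but only by 0.73 against the other controls, and neurofilament heavy polypeptide Px001530.1 was lower (-5.10) but higher by 1.94 against them. In all, 586 host genes were called higher and 1491 lower at 24 hpt_I_/hpt_C_, 2534 and 600 at 36 h, and 2061 and 796 at 48 h. Against the other 2 controls the larger group at 24 h turned, with 1086 higher and 700 lower, and did not turn at 36 h (1407 and 1020) or 48 h (1767 and 755). Scaling by TMM, which moved every log2 ratio by 0.25 upward at 24 h and by 0.24 and 0.23 downward at 36 and 48 h, gave 888 and 845, 1943 and 1028, and 1349 and 1279, so that the higher share went from 28.2% to 51.2%, from 80.9% to 65.4% and from 72.1% to 51.3%.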

In the longitudinal comparison, 1321 host genes were specifically upregulated at 36/24 hpt_I_, contrasting to 424 host genes upregulated at 48/36 hpt_I_ (Fig 3A, right). 

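Between successive infected libraries, genes of the cuticle, of storage and of lipid digestion were among those that moved. Larval cuticle protein LCP-30 (Px003252.2) fell by 3.26 on the log2 scale from 24 to 36 hpt_I_, and flexible cuticle protein 12 (Px013556.1) fell by 1.46 and then, from 36 to 48 hpt_I_, by 1.75. Arylphorin subunit alpha (Px007028.1), a storage protein of the hemolymph, was higher by 1.41 at 36/24 hpt_I_ and again by 1.52 at 48/36 hpt_I_, where it was the only higher gene of 10 storage proteins and lipophorins and 4 were lower (median -0.84), among them Px015730.1 (-1.22). Pancreatic lipase-related protein Px008089.1 was higher by 1.67 at 36/24 hpt_I_, while at 48/36 hpt_I_ the lipases had 1 higher and 19 lower of 77 (median -0.39). A synaptic vesicle glycoprotein gene (Px012303.1) was higher by 1.39 and then fell by 2.72, and catalase (Px001209.1), which removes hydrogen peroxide, was higher by 1.39 at 48/36 hpt_I_. In total, 1273 genes were called higher and 462 lower at 36/24 hpt_I_, and 397 and 803 at 48/36 hpt_I_. After TMM scaling these were 668 and 847, and 268 and 985. Of the genes called higher at 36/24 hpt_I_, 285 were called lower at 48/36 hpt_I_, where independent lists would share 68.3. That overlap has part of its cause in the design, since both comparisons use the 36 hpt_I_ library. The same test between control libraries, which the paper does not report, called 220 genes higher and 1746 lower at 36/24 hpt_C_, and 1708 and 964 at 48/36 hpt_C_.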

The horizontal comparisons revealed that 344 host DEGs were consistently present at the three time points (Fig 3B), including 208 co-upregulated (Fig 3C) and 20 co-downregulated genes (Fig 3D). The host genes co-up- and co-downregulated at 24 and 36 hpt_I_ reached 394 and 137, and the counts increased to 868 and 191 at 36 and 48 hpt_I_, respectively. These data implicate that each stage of infection has its specific requirements and interferes with specific biological processes in the host. 

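A host gene that responds at several time points has been compared with a different control library each time, which gives the closest approach to replication in this design. Of the genes called at 24 and 36 h, 391 were higher in both and 135 lower in both, where independent lists would share 101 and 61.3. At 36 and 48 h, 847 were higher in both and 189 lower in both, against 355 and 32.3. At 24 and 48 h, 234 were higher in both, against 82.8, but only 77 were lower in both, against 80.9. There 297 genes were lower at 24 h and higher at 48 h, against 210, and 38 higher at 24 h and lower at 48 h, against 31.9. The lower genes of 24 h were thus not repeated at 48 h beyond independent lists. All 3 time points shared 206 higher and 20 lower genes. A quasi-likelihood test in edgeR with time point and infection as terms took the time points as replicates of the infection effect and called 15 of 12709 genes, all higher in 3 of 3 pairs. They include both genes of moricin-like peptide C4, an antimicrobial peptide of moths, with log2 fold changes of 3.44 (Px010113.1, standard error 0.41, adjusted p 0.0436 from edgeR) and 3.15 (Px010114.1, standard error 0.40, adjusted p 0.0443 from edgeR). Hemolin (Px013480.1), a pathogen-binding protein of the immunoglobulin family, was higher by 2.67 (standard error 0.35) and hemocytin Px009539.1 by 3.11 (standard error 0.41). Aromatic-L-amino-acid decarboxylase (Px011202.1), an enzyme of melanin and cuticle tanning, was higher by 3.55 (standard error 0.35, adjusted p 0.0355 from edgeR). Adenosine deaminase CECR1 (Px004490.1), which clears extracellular adenosine, was higher by 3.13 and the stress-response gene GADD45 gamma (Px000849.1) by 2.44. The digestive genes among them were trypsin CFT-1 (Px009569.1, 2.57), a putative trypsin (Px013013.1, 3.05), gastric triacylglycerol lipase (Px001456.1, 2.26), lipase member H (Px006441.1, 2.37) and multiple inositol polyphosphate phosphatase 1 (Px007814.1, 2.47). The remaining 3 genes have no described function. Without the 24 h pair edgeR called 0 genes, with a raw p under 0.05 for 1933, and 66 without 36 h and 157 without 48 h. Limma on log2(RPKM + 1) gave adjusted p under 0.05 for 14 of the 15 genes, and 0.0741 for Px013013.1.

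**Figure D2:**
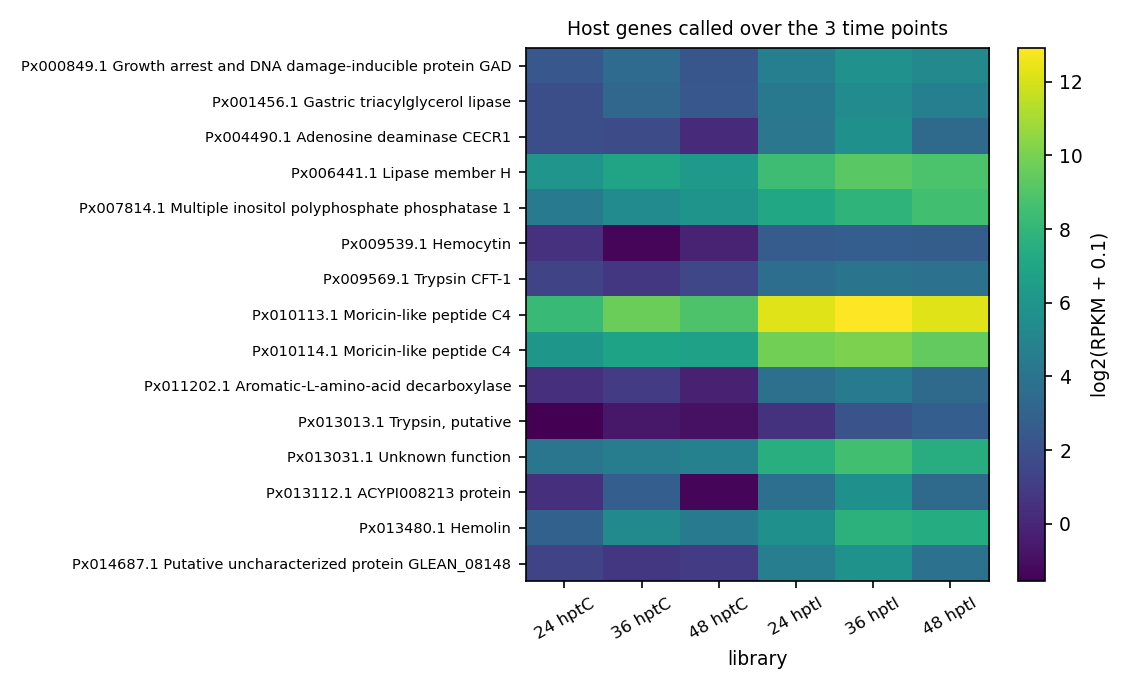
log2(RPKM + 0.1) of the 15 genes called by edgeR (vertical axis) in the 6 libraries (horizontal axis). Each gene is higher in the infected library than in the control of its time point in all 3 pairs.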

Previously, The first cuticle penetration of *B*. *bassiana* was observed to occur in intersegmental membrane of *Solenopsis invicta* at 18 h after inoculation, and the penetration expanded on to the insect cuticle around setae at 24 h after inoculation and on to thorax, abdomen and legs soon after that [42]. Unicellular blastospores (hyphal bodies) were present in the hemolymph of *Spodoptera exigua* at 36 h after *B*. *bassiana* infection [43]. Therefore, we speculate that at 24 hpt_I_ in this study, the fungal conidia adhered to the host integument could have germinated to initiate cuticular penetration, which could induce the host reaction with the early upregulated genes, followed by many more host genes activated in the defense response to the fungal penetration through the cuticle for entry into the hemocoel at 36 and 48 hpt_I_.

**Fig 3:**
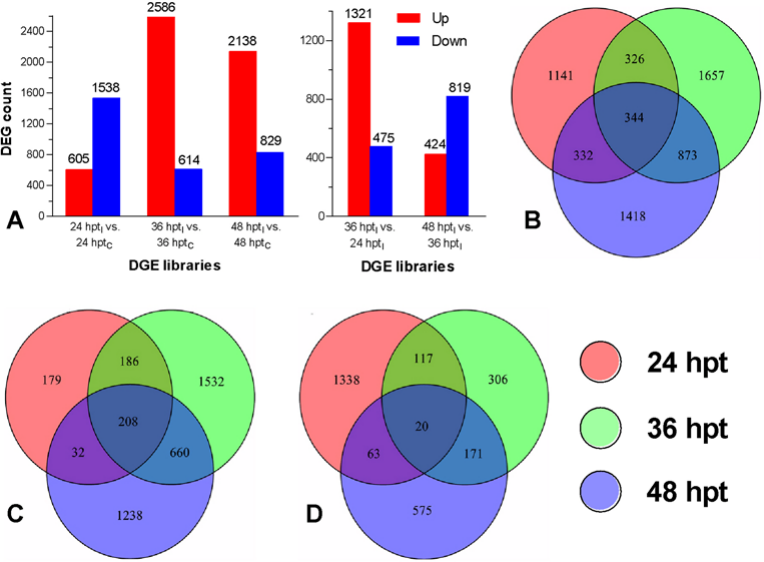
Identification of *P*. *xylostella* DEGs at 24, 36 and 48 h post treatment of infection (hpt_I_) and control (hpt_C_). (**A**) Counts of DEGs in the DGE libraries of 24 hpt_I_/24 hpt_C_, 36 hpt_I_/36 hpt_C_ and 48 hpt_I_/48 hpt_C_ (left) or of 36/24 hpt_I_ and 48/36 hpt_I_ (right). (**B–D**) Venn diagrams for the total counts of host genes differentially expressed and those upregulated and downregulated at 24, 36 and 48 hpt_I_ respectively. Note the counts of those co-upregulated (C) or co-downregulated (D) at the two time points of 36/24 and 48/36 hpt_I_ and at the three time points.

To gain insight into the quality of the constructed DGE libraries, we assessed transcript levels of three sets of seven host DEGs taken at each time point via qRT-PCR and compared these transcripts with the corresponding transcripts in the DGE libraries following previous studies [41,44,45]. As a result, the up- or downregulated trend of each set of gene transcripts assessed by qRT-PCR was well in agreement with the corresponding expression trend of the selected genes in the libraries. This comparison confirmed the validity of the DGE libraries constructed in the present study.

### Host DEGs enriched in KEGG pathways

All the DEGs horizontally compared at the three time points were mapped to KEGG pathways at the significant levels of *P* < 0.01 and *Q* < 0.01 [41,46]. The host DEGs at 24 hpt_I_ were significantly enriched only in three KEGG pathways (Fig 4A; detailed in Table B in S1 File), including protein digestion and absorption, pancreatic secretion and neuroactive ligand-receptor interaction. Interestingly, 74% of those host genes in the pathways were upregulated by the fungal infection, which apparently triggered the early response of *P*. *xylostella* at 24 hpt_I_.

**Fig 4:**
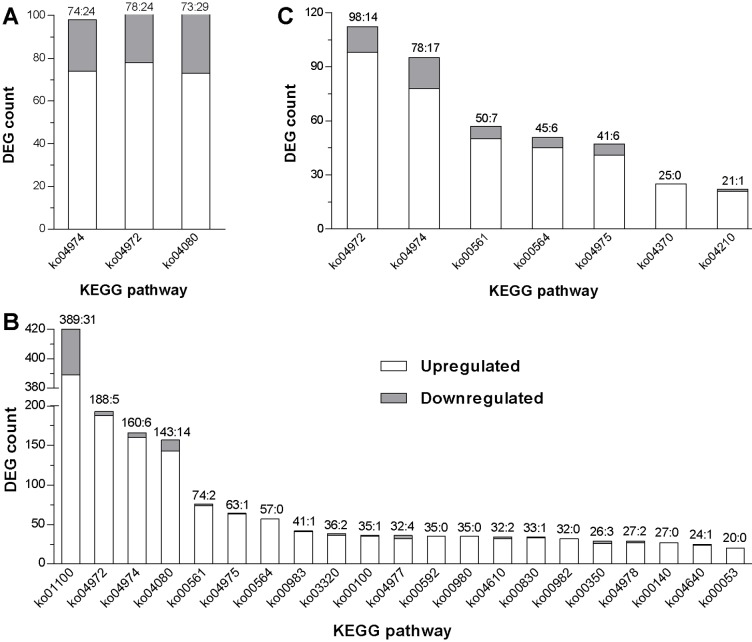
KEGG pathways enriched with *P*. *xylostella* DEGs. (**A–C**) Distribution of host DEGs in enriched KEGG pathways at 24, 36 and 48 h post treatment (hpt) of *B*. *bassiana* infection versus control respectively. All identified DEGS and enriched KEGG pathways are detailed in Tables B–D in S1 File.

The host DEGs at 36 hpt_I_ were enriched in the aforementioned and 18 other KEGG pathways, including immunity- and detoxification-related pathways (such as complement and coagulation cascades, drug metabolism-other enzymes, metabolism of xenobiotics by cytochrome P450) and metabolism-related pathways (such as glycerolipid metabolism and alpha-linolenic acid metabolism) (Fig 4B; detailed in Table C in S1 File). 

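Lipases split dietary and stored lipids into fatty acids, which enter the lipid pathways named here. Of 78 host genes described as lipases with an RPKM of at least 1 at 36 h, 44 were called higher at 36 hpt_I_/hpt_C_ and 0 lower, with a median log2 ratio of 1.56. Lipoprotein lipase (Px008088.2) had 68871 reads at 36 hpt_I_ and 10309 at 36 hpt_C_, a log2 ratio of 2.82, after 1.08 at 24 h and before 2.32 at 48 h. Lipase member H-A (Px006190.1) was higher by 1.24 at 24 h and 2.86 at 36 h. Against the summed reads of the other 2 controls the order of the times changed: 1.35, 2.00 and 2.81 at 24, 36 and 48 h for Px008088.2, and 2.03 and 1.62 at 24 and 36 h for Px006190.1. The list was also above nearly all random lists matched on expression at 24 h (20 higher, 1 lower of 75, median 0.31) and at 48 h (32 higher, 3 lower of 75, median 0.72). In the controls the list fell from 24 to 36 h, with 5 higher and 26 lower of 73 (median -0.73). Structural and brush-border genes of the midgut moved alike, with 17 higher and 0 lower of 25 at 36 h (median 1.76) and a median of -1.50 at 36/24 hpt_C_. Over the 3 time points, camera gave the lipases an adjusted p of 6.13e-12 with its preset correlation, and 0.576 with the correlation estimated from the data.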

Previously, such pathways have been shown to play important roles in the response of *Ostrinia furnacalis* and *Bombyx mori* to microbial challenge [47,48]. Intriguingly, up to 91% of the enriched host genes were upregulated at 36 hpt_I_, indicating their importance for *P*. *xylostella* to cope with the fungal infection at 36 hpt_I_.

Only were seven KEGG pathways were enriched by the host DEGs at 48 hpt_I_ (Fig 4C; detailed in Table D in S1 File). Several immunity- or detoxification-related pathways activated at 36 hpt_I_ disappeared at 48 hpt_I_, including drug metabolism-other enzymes, complement and coagulation, metabolism of xenobiotics by cytochrome P450, and drug metabolism-cytochrome P450. The number and proportion of upregulated genes also decreased drastically at 48 hpt_I_ versus 36 hpt_I_. For instance, those upregulated genes in the pathways of protein digestion/absorption and pancreatic secretion decreased to 78 and 98 at 48 hpt_I_ from 160 and 188 at 48 hpt_I_, respectively. The host apoptosis pathway was significantly activated only at 48 hpt_I_.

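Apoptosis removes damaged cells and is driven by caspases and mitochondrial factors. Of 17 genes described by an apoptosis function, 5 were called higher and 1 lower at 48 hpt_I_/hpt_C_, with a median log2 ratio of 0.79 (percentile 97.3 of 10000 random lists matched on expression). Fas apoptotic inhibitory molecule 2 (Px010034.1), an inhibitor of cell death, was higher by 2.24 at 48 h and by 1.22 at 36 h, where the call was lost under TMM scaling. Against the other 2 controls Px010034.1 was higher by 1.20 at 48 h and 1.52 at 36 h. A putative apoptosis-inducing factor (Px004548.2) was lower at 48 h, with a log2 ratio of -1.09. Apoptosis-inducing factor 3 (Px002283.1) was higher at 24 h (1.21) and 36 h (2.41). At 36 h the list had the same counts, 5 higher and 1 lower of 17, with a median of 0.70 (percentile 90.1). At 24 h, 1 gene was higher and 4 lower of 16 (median -0.65, percentile 4.93), among them apoptotic enhancer 1 protein (Px011181.1, -1.07, lost under TMM scaling). The difference between the time points was not tested. Camera over the 3 time points gave an adjusted p of 0.441.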

In the paired DGE libraries at 36/24 hpt_I_, many DEGs were enriched in eight immunity- and metabolism-related KEGG pathways (*P* < 0.05), such as complement and coagulation cascade, Jak-STAT signaling, alpha-linolenic acid metabolism and glycerophospholipid metabolism (Table E in S1 File). Almost all of these DEGs were upregulated, and many more were present at 36 hpt_I_ than at 24 hpt_I_. In contrast, an analysis of the paired libraries at 48/36 hpt_I_ resulted in 22 immunity- and metabolism-related pathways (Table F in S1 File). During this 12 h period, most of the detected host genes were downregulated in all the immunity-related pathways, such as protein digestion and absorption, drug metabolism-other enzymes, complement and coagulation cascades, and lysosome. This implicates that the host immune system could have been largely impaired at 48 hpt_I_, coinciding well with the subsequent increase of host death (Fig 1). 

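Digestive proteases, detoxification enzymes and immune effectors were compared between 36 and 48 hpt_I_. Of 95 genes of trypsins and chymotrypsins, 36 were called lower and 0 higher (median log2 ratio -0.81), and trypsin, alkaline A (Px016056.1) and trypsin 5G1 (Px002865.1) fell by 1.00 and 1.01. Of 51 other serine proteases, 14 were lower and 1 higher (median -0.52), with -1.37 for serine protease SP1 (Px009933.2). Zinc carboxypeptidase A 1 (Px000994.1) fell by 1.39, and of 78 carboxypeptidases and aminopeptidases 11 were lower (12 when adjusted over the list alone) and 2 higher (median -0.30). The cytochrome P450 genes had 13 lower and 3 higher of 53 (median -0.54) and the carboxylesterases 6 lower and 0 higher of 22 (median -0.65), while glutathione S-transferases had 2 lower and 0 higher of 21 (median -0.18, percentile 7.84). Among defence effectors, lysozyme (Px002706.1), which breaks bacterial cell walls, fell by 1.10 and the proline-rich antimicrobial peptide 1 (Px001466.1) by 1.13. The 10 antimicrobial peptide and lysozyme genes had 4 lower and 0 higher (median -0.92). A peptidoglycan-recognition protein LB gene (Px008495.2) fell by 2.13, and recognition proteins had 4 lower (5 when adjusted over the list alone) and 0 higher of 30 (median -0.55). In the coagulation list 3 of 14 genes were lower and 0 higher (median -0.37, inside the central 95% of random lists without the 2 members with the most reads), led by proclotting enzyme (Px007670.1, -2.84). Genes of Toll, Imd and JAK-STAT signalling had 2 higher and 1 lower of 22 (median -0.10). Muscle proteins went the other way in this interval, with 14 higher and 1 lower of 40 (median 0.90). The median over all host genes on this scale was 0.11. Over the control of 48 h, the antimicrobial list still had 6 higher and 0 lower of 10 (median 1.14) and recognition proteins 12 and 2 of 29 (0.89). The coagulation list had 7 and 1 of 13 there (1.76), and trypsins and chymotrypsins 46 and 5 of 94 (1.01). In the controls from 36 to 48 h, the antimicrobial list had a median of -0.31 and the trypsin list one of 0.95. From the lower expression of immunity-related genes in this interval and the later host death, the paper proposes that the host immune system was largely impaired by 48 h.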

Other enriched pathways were all associated with metabolism, and most genes in the pathways were also downregulated. Up to 505 genes involved in the immune pathways and 211 in the metabolism pathways are illustrated as a heatmap (Fig 5) to show expressional changes at 24, 36 and 48 hpt_I_ respectively. Additionally, up to 996 host genes were co-expressed only in the infected larvae at 24, 36 and 48 hpt_I_ and enriched in the immunity-related complement and coagulation cascades (*P* < 0.05) whereas only 328 host genes were co-expressed in the uninfected larvae at the three time points but not enriched in any immunity-related pathway (Table G in S1 File).

**Fig 5:**
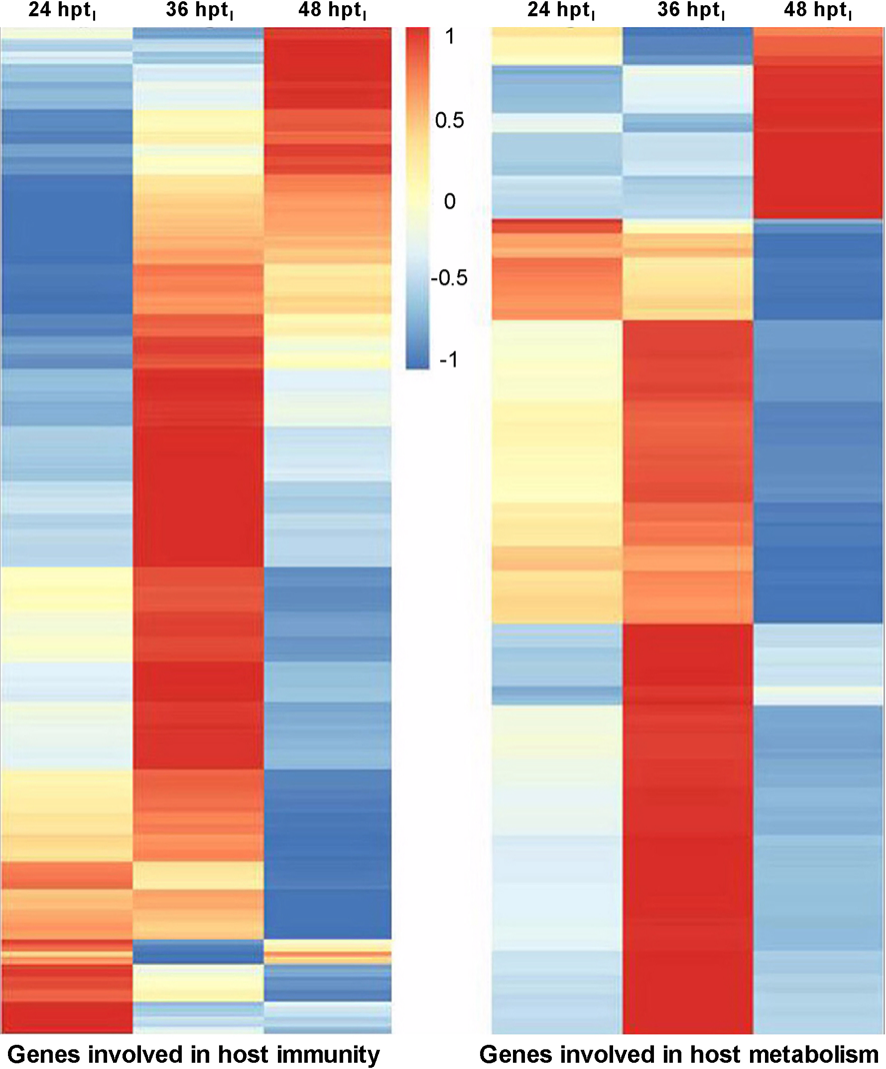
Heatmap for the distribution of *P*. *xylostella* immunity- and metabolism-related genes expressed at 24, 36 and 48 h after the *B*. *bassiana* infection. Scale bar: Gene expression level in the fungal treatment versus control.

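Insects meet a fungus in the hemocoel with recognition proteins that bind its wall, with the Toll pathway, with proteases and serpins that control melanization, and with antimicrobial peptides. Antimicrobial peptides and lysozymes had their largest median over the control of the same time at 24 h: 9 of 10 genes were called higher at 24 h, 7 at 36 h and 6 at 48 h, and 0 lower, with median log2 ratios of 2.12, 1.70 and 1.14. The proline-rich antimicrobial peptide 1 (Px001466.1) had 42806 reads at 24 hpt_I_ against 9642 in the control (log2 ratio 2.32), then 1.94 at 36 h and 1.36 at 48 h. Against the other 2 controls Px001466.1 was higher by 1.93 at 24 h and by 2.52 at 36 h, so the order of these times depends on the control. The list rose in the controls from 24 to 36 h (3 higher and 0 lower of 10, median 0.78) and had a median of 0.23 at 36/24 hpt_I_. Moricin-like peptide C5 (Px010115.1) was higher by 1.92 at 24 h and by 1.21 at 48 h, the latter call being lost under TMM scaling and against the other controls, and lysozyme (Px002706.1) by 1.47 at 36 h. Pathogen recognition proteins had 15 higher and 0 lower of 30 at 24 h (median 1.11), 20 and 0 of 30 at 36 h (1.45), and 12 and 2 of 29 at 48 h (0.89, with 13 higher when adjusted over the list alone, and 0.51 with percentile 90.3 without the RPKM filter). Beta-1,3-glucan-binding protein (Px009703.1), which recognises fungal glucan, was higher by 3.04 at 24 h and 2.06 at 36 h, and by 1.58 and 2.18 against the other controls. Hemolin (Px013480.1) was higher by 2.83, 2.39 and 3.04 at 24, 36 and 48 h, and against the other controls by 4.03 at 36 h and 2.77 at 48 h. Peptidoglycan-recognition protein LB (Px001312.1) was higher by 3.76 at 24 h and 3.02 at 48 h, but by 0.76 and 0.94 against the summed reads of the other 2 controls. Melanization enzymes and serpins had their largest median at 36 h, with 11 higher and 0 lower of 16 (median 1.59) against 6 and 1 at 24 h (0.45) and 6 and 0 at 48 h (0.44, percentile 84.2 of random lists). Alaserpin (Px001494.2), a serine protease inhibitor, was higher by 1.01, 1.57 and 1.41 at the 3 times, the first falling to 0.98 and uncalled against the other controls. In the Toll, Imd and JAK-STAT list the NF-kappa-B inhibitor cactus (Px016665.1) was higher by 1.12, 2.00 and 2.09 (1.56, 2.29 and 1.09 against the other controls) and the kinase pelle (Px010499.1) by 2.31 at 36 h, while a Toll receptor gene (Px007264.1) was lower at 24 h (-1.11), a call lost under TMM scaling and against the other controls. That list had 4 higher and 4 lower of 22 at 24 h, 5 and 1 at 36 h and 8 and 1 of 21 at 48 h (9 higher when adjusted over the list alone), with medians of -0.28, 0.53 and 0.45 (percentiles 60.0, 88.4 and 77.7). Over the 3 time points camera gave adjusted p of 1.96e-13 for antimicrobial peptides, 5.72e-08 for recognition proteins, 6.62e-05 for serpins and 0.312 for Toll, Imd and JAK-STAT genes. With estimated correlations these were 0.576, 0.576, 0.613 and 0.818.

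**Figure D3:**
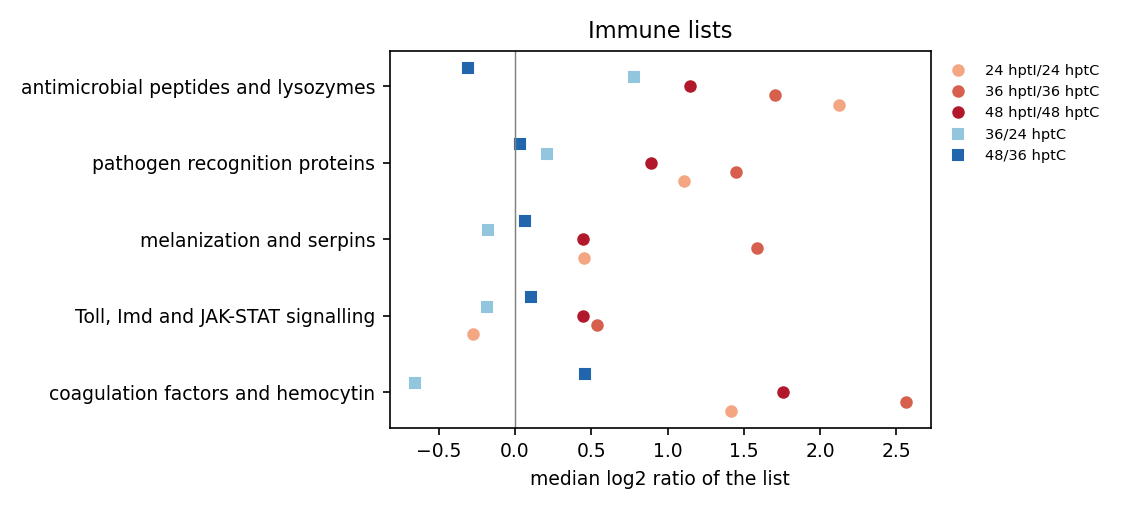
Median log2 ratio (horizontal axis) of the immune gene lists (vertical axis), with circles for infected over control at 24, 36 and 48 h and squares for the later over the earlier control library. Antimicrobial peptides and lysozymes lie highest at 24 h (2.12), melanization enzymes and serpins at 36 h (1.59).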

Taken together, the immune defense response of *P*. *xylostella* to the infection of *B*. *bassiana* increased drastically during a short period of cuticular penetration from 24 to 36 hpt_I_ and was largely overcome by the fungal pathogen that could have entered the host hemocoel at 48 hpt_I_. In other words, the short period from 24 to 36 hpt_I_ was critical for a success of the fungal infection to the insect pest.

### Host genes crucial for immune defense response to fungal infection

In the pathway of protein digestion and absorption, many more host genes were upregulated than downregulated at all the concerned time points (Fig 4). The number of the genes upregulated at log_2_ R ≥ 2 in this pathway (see Tables B–D in S1 File) reached 20 at 24 hpt_I_ (log_2_ R_max_ = 10.9), increased to 117 at 36 hpt_I_ (log_2_ R_max_ = 10.4) and then decreased to only 22 at 48 hpt_I_ (log_2_ R_max_ = 3.1). Among those upregulated, trypsin genes took a large proportion, followed by the genes encoding serine proteinases and carboxypeptidases. 

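Trypsins and chymotrypsins are the serine proteases with which caterpillars digest plant protein, and carboxypeptidases and aminopeptidases finish that digestion. Trypsin, alkaline A (Px016056.1) had 125018 reads at 36 hpt_I_ and 12240 at 36 hpt_C_, a log2 ratio of 3.43, after 1.14 at 24 h and before 1.41 at 48 h. Trypsin CFT-1 (Px009639.1) was higher by 1.28, 3.04 and 1.16, the last call being lost under TMM scaling and against the other controls. Against the other 2 controls Px016056.1 was higher by 2.35, 1.97 and 1.31 and Px009639.1 by 2.70, 1.39 and 0.92, so the highest value of both lay at 24 h and not at 36 h. Of the trypsins and chymotrypsins, 47 of 92 were higher at 24 h (48 when adjusted over the list alone), 83 of 92 at 36 h and 46 of 94 at 48 h, and 1, 1 and 5 were lower. Their median log2 ratios of 1.14, 2.78 and 1.01 exceeded those of all 10000 random lists. Structural and brush-border genes of the midgut moved with them at 36 h, with 17 higher and 0 lower of 25 (median 1.76). Their medians were -0.25 at 24 h, 0.73 at 48 h, -1.50 at 36/24 hpt_C_ and 0.53 at 48/36 hpt_C_. All 25 also belong to the list of carboxypeptidases and aminopeptidases or that of chitin metabolism and peritrophic matrix, so they are not a separate set. Other serine proteases had 14 higher and 3 lower of 41 at 24 h (median 0.63), 28 and 0 of 49 at 36 h (1.18), and 11 and 1 of 45 at 48 h (0.34, percentile 89.1). Among them serine protease easter (Px003670.2), named after a protease of the Toll cascade in *Drosophila*, was higher by 2.06 at 24 h, and by 1.25 against the other controls. Serine proteinase stubble Px014831.2 was higher by 1.35 at 24 h and 1.45 at 36 h. Serine protease SP1 (Px009933.2) was higher by 3.17 at 36 h, and by 0.98 against the other controls. Carboxypeptidases and aminopeptidases had 6 higher and 6 lower of 73 at 24 h (median 0.13), 39 and 2 of 75 at 36 h (1.31, with 40 higher when adjusted over the list alone), and 24 and 6 of 78 at 48 h (0.48, percentile 98.2, and 95.6 without the RPKM filter). Zinc carboxypeptidase A 1 (Px000994.1) was higher by 2.86 at 36 h (1.39 against the other controls), and methionine aminopeptidase 2 (Px002987.1), a cytosolic enzyme, was lower (-1.52). In the controls, the trypsin list moved the other way from 24 to 36 h (2 higher and 48 lower of 83, 49 lower when adjusted over the list alone, median -1.41) and back from 36 to 48 h (34 higher and 1 lower of 87, 35 higher when adjusted over the list alone, median 0.95). Camera gave adjusted p of 3.11e-41 for trypsins, 1.46e-08 for other serine proteases and 8.93e-06 for carboxypeptidases over the 3 time points. With estimated correlations these were 0.576, 0.576 and 0.613.

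**Figure D4:**
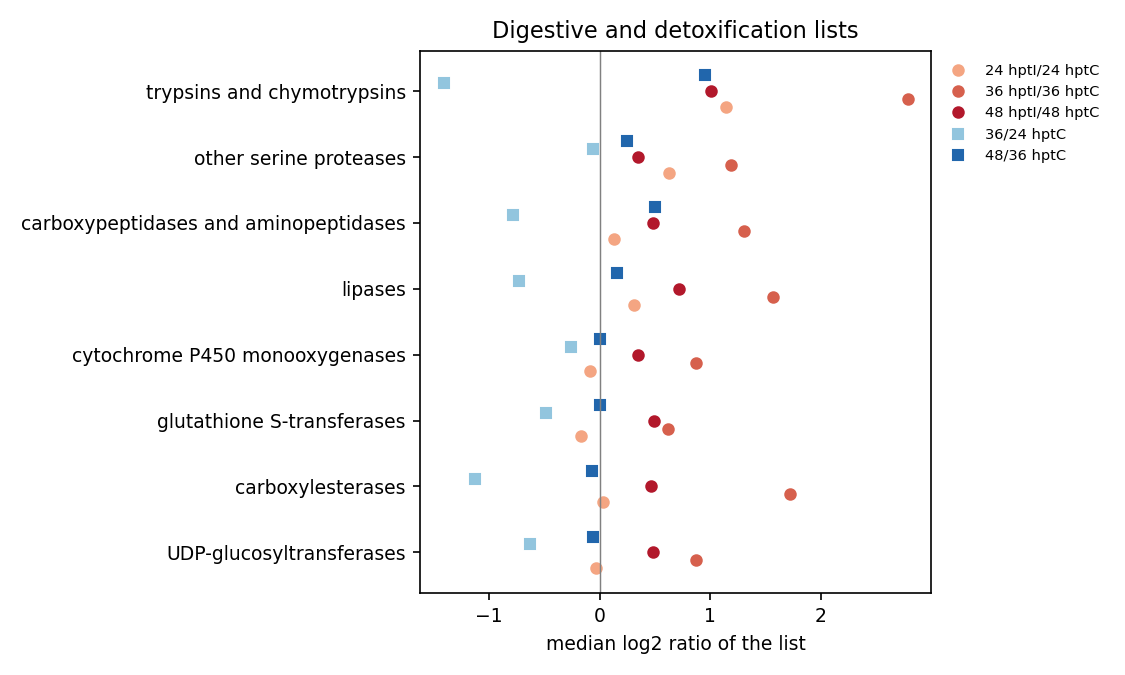
Median log2 ratio (horizontal axis) of digestive and detoxification gene lists (vertical axis), with circles for infected over control at 24, 36 and 48 h and squares for the later over the earlier control library. Trypsins and chymotrypsins reach 2.78 at 36 h and lie at -1.41 between 36 and 24 hpt_C_.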

Apparently, these genes play critical roles in the host defense reaction to the fungal infection. Previously, serine proteinases in *P*. *xylostella* were considered to circumvent insecticidal plant protease inhibitors through differential expression in response to different plant hosts [35]. The pest defense system could make use of the serine proteinases against either the inhibitors or the fungal infection, which may trigger many more genes for the host defense response.

The complement and coagulation systems are proteolytic cascades composed of the serine proteases in the chymotrypsin family and play important roles in host-pathogen interactions. Complement and coagulation are activated at the respective sites of infection and bleeding in vertebrates [49]. We found 32 upregulated genes and two downregulated genes significantly enriched in the pathway of complement and coagulation cascades at 36 hpt_I_ (Fig 4B; detailed in Table C in S1 File). Intriguingly, most of the upregulated host genes encode serine proteinases, coagulation factors and hemocytin. In particular, three genes encoding transmembrane serine proteases were upregulated by >1000-fold at the time point (log_2_ R: 10.3–13.5). 

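Hemocytin and coagulation factors take part in the clotting of hemolymph and in trapping microbes at wounds. Of 14 genes in this group, 12 were called higher at 36 hpt_I_/hpt_C_ and 0 lower, with a median log2 ratio of 2.56. Hemocytin (Px006789.3) had 4792 reads at 36 hpt_I_ and 492 at 36 hpt_C_, a log2 ratio of 3.36, after 1.92 at 24 h and before 2.23 at 48 h. Coagulation factor XII (Px009087.2), named after a vertebrate protease, was higher by 1.99 at 24 h and 1.63 at 36 h, and by 1.52 and 1.84 against the other 2 controls. Hemocytin Px009539.1 was higher by 3.01 at 48 h. The group was already high at 24 h, with 9 higher and 0 lower of 13 (median 1.41), and stayed high at 48 h, with 7 higher and 1 lower of 13 (median 1.76). Camera over the 3 time points gave an adjusted p of 1.63e-16, and 0.576 with the estimated correlation.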

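Transmembrane serine proteases sit on the cell surface and cut proteins outside the cell. Of those called at 36 hpt_I_/hpt_C_, 3 had no read at 36 hpt_C_: Px015905.1 had 226 reads at 36 hpt_I_, Px003000.1 had 133 and Px006453.1 had 29. Against the floor of 3 reads, their log2 ratios are 6.31, 5.55 and 3.35, with no upper limit. Only Px003000.1 of these 3 had no read in any control library. Another member, Px006623.1, had 117 reads against 9 (log2 ratio 3.78), but lay at -0.34 against the other controls. Px008596.1 had 298 against 148 (1.09, a call lost under TMM scaling and against the other controls). Px010912.3, the member with the most reads, had 1553 against 1163 (0.49) and Px000458.1 268 against 214 (0.40), and neither was called. Px002156.1 and Px006625.1 also had no read at 36 hpt_C_, but only 4 and 1 at 36 hpt_I_.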

Previously, *Drosophila* complement and clotting systems were shown to be similar in structure and function, and serine proteases could be the ancestor of both [50,51]. The coagulation factors and hemocytin are known to play vital roles in vertebrate and insect immunity [49,52]. Several upregulated genes encoding coagulation factors and hemocytin at 36 hpt_I_ implicate that they may involve in the host immune defense against the fungal entry into the host hemocoel, warranting future studies.

Moreover, up to 42 detoxification-related genes have been found in the *P*. *xylostella* genome, including glutathione S-transferases (GST), cytochrome P450 monooxygenases (P450) and carboxylesterases (COE) [35]. Of those, two were upregulated and six were downregulated at 24 hpt_I_. The upregulated genes increased to 30 at 36 hpt_I_ but dropped to 10 at 48 hpt_I_ (Table H in S1 File). These highlight a significance of the GST, P450 and COE genes for the pest defense response during the fungal infection. 

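Cytochrome P450 monooxygenases oxidise foreign compounds, carboxylesterases split esters, and glutathione S-transferases and UDP-glucosyltransferases attach polar groups that help excretion. At 24 h P450 had 1 higher and 6 lower of 50, carboxylesterases 2 and 1 of 21, UDP-glucosyltransferases 3 and 2 of 26, and glutathione S-transferases 0 and 0 of 21. Esterase FE4 (Px004284.1) had 19439 reads against 5363 (log2 ratio 2.03), and 2.60 at 36 h and 2.12 at 48 h. Cytochrome P450 18a1 (Px012412.2), which inactivates ecdysteroids, was lower at 24 h (-1.77), and cytochrome P450 6B7 (Px002723.1) was higher by 1.01. At 36 h, P450 had 23 higher and 1 lower of 52 (median log2 ratio 0.87), carboxylesterases 12 and 1 of 21 (1.72), UDP-glucosyltransferases 12 and 0 of 25 (0.87) and glutathione S-transferases 6 and 0 of 21 (0.62, percentile 97.1). Cytochrome P450 9e2 (Px014981.1) was higher by 2.43 at 36 h and 2.38 at 48 h, and by 1.79 and 1.91 against the other controls. Glutathione S-transferase 1 (Px006106.1) was higher by 1.31 at 36 h, and by 0.33 against the other controls. The structural and brush-border genes of the midgut also rose at 36 h (17 higher and 0 lower of 25, median 1.76), after -1.50 at 36/24 hpt_C_. At 48 h the counts were 10 and 2 of 51 for P450, 6 and 0 of 22 for carboxylesterases, 6 and 2 of 24 for UDP-glucosyltransferases, and 5 and 2 of 21 for glutathione S-transferases (6 higher when adjusted over the list alone). Their medians of 0.35, 0.46, 0.48 and 0.49 had percentiles of 75.6, 86.7, 89.0 and 96.9. In the controls from 24 to 36 h, carboxylesterases had 0 higher and 11 lower of 21 (median -1.13), UDP-glucosyltransferases 0 and 9 of 25 (-0.63), glutathione S-transferases 0 and 4 of 21 (-0.48) and P450 2 and 7 of 51 (-0.26). Taken as one set of 125 genes, P450, carboxylesterases and glutathione S-transferases had 4 higher and 7 lower at 24 h, 42 and 2 at 36 h, and 21 and 4 at 48 h. Over the 3 time points camera gave adjusted p of 0.00159 for carboxylesterases, 0.0169 for UDP-glucosyltransferases, 0.183 for P450 and 0.190 for glutathione S-transferases. With estimated correlations these were 0.613, 0.576, 0.620 and 0.616.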

Several other genes encoding UDP glucosyltransferases (UGT), sulfatase-modifying factors (SUMF) and glucosinolate sulphatases (GSS) are also on the list of the detoxification-related genes [35], and some of them were also upregulated at 36 or 48 hpt_I_, suggesting them to be involved in the pest defense response to the fungal infection

The GO annotation at *P* < 0.05 resulted in a classification of 45 DEGs to four GO terms (intracellular ligand-gated calcium channel activity, ryanodine-sensitive calcium-release channel activity, calcium ion transmembrane transporter activity and calcium channel activity) at 24 hpt_I_ and of 1346 DEGs to six GO terms (peptidase activity, hydrolase activity, catalytic activity, serine-type peptidase activity, serine hydrolase activity and peptidase activity) at 36 hpt_I_ (Table 2; detailed in Tables I and J in S1 File). 

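Calcium channels and pumps set the calcium signals of nerve, muscle and hemocytes: ryanodine receptors release calcium from the endoplasmic reticulum, and calcium ATPases pump it back or out of the cell. The calcium-transporting ATPase of the sarcoplasmic/endoplasmic reticulum (Px016332.1) had 79263 reads at 24 hpt_I_ and 208186 at 24 hpt_C_, a log2 ratio of -1.22, a call that TMM scaling removed. The plasma membrane calcium-transporting ATPase 3 (Px003970.1) was lower at 24 h (-1.45) and higher at 48 h (1.10), the later call being lost under TMM scaling. Against the other controls Px003970.1 lay at -0.47 at 24 h and -0.94 at 48 h, without being called. Of 27 calcium channel genes, 15 were called lower and 0 higher at 24 h (median log2 ratio -1.23). At 36 h 10 of 24 were lower and 0 higher (median -0.90), and ryanodine receptor 44F (Px013237.1) was lower (-2.08). Muscle proteins moved with the calcium channels at 36 h, with 5 higher and 17 lower of 40 (median -0.88). As a list they did not at 24 h (3 higher and 4 lower of 40, median -0.21, percentile 17.1). The 2 called muscle genes with the most reads were lower at 24 h. Myosin heavy chain (Px007815.1) had a log2 ratio of -1.03 and paramyosin (Px017914.1) of -1.30. Against the other controls these were -0.95, uncalled, and -1.07. From 36 to 48 hpt_I_ 14 muscle genes were higher and 1 lower of 40 (median 0.90). At 48 h 8 of 21 calcium channel genes were higher (9 when adjusted over the list alone) and 1 lower, with a median of 0.67 (percentile 92.6). Ryanodine receptor 44F Px007169.1 was higher by 1.76 at 48 h, but lay at -0.21 against the other controls. In the controls the list fell from 36 to 48 h, with 10 lower and 1 higher of 23 (11 and 2 when adjusted over the list alone, median -1.01). The opposite signs at 24 and 48 h were not tested against each other. Camera over the 3 time points gave an adjusted p of 0.00342, and 0.817 with the estimated correlation.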

Most of involved genes in the GO terms at 24 hpt_I_ were downregulated, hinting that the host calcium channels could have been impaired by the early fungal attack for cuticular penetration. All the GO terms at 36 hpt_I_ were linked to the activities of various enzymes, of which most genes were upregulated. These imply that the upregulated genes could play vital roles for the insect immunity defense against *B*. *bassiana* at 36 hpt_I_, which was a critical time point for the fungus-insect interaction. However, no meaningful GO terms were enriched for the DEGs at 48 hpt_I_ perhaps due to the immune defense system collapsed by the fungal attack at that time.

**Table 2:** GO terms for *P*. *xylostella* DEGs significantly enriched to 'Molecular Function' categories.

GO ID	GO Term	DEGs	No. genes	*P* value
**24 hpt**_**I**_**/hpt**_**C**_				
GO:0005218	intracellular ligand-gated calcium channel activity	6	7	0.0186
GO:0005219	ryanodine-sensitive calcium-release channel activity	6	7	0.0186
GO:0015085	calcium ion transmembrane transporter activity	18	50	0.0298
GO:0005262	calcium channel activity	15	38	0.0354
**36 hpt**_**I**_**/hpt**_**C**_				
GO:0008233	peptidase activity	101	305	<0.0001
GO:0016787	hydrolase activity	356	1541	<0.0001
GO:0003824	catalytic activity	755	3774	<0.0001
GO:0008236	serine-type peptidase activity	33	66	<0.0001
GO:0017171	serine hydrolase activity	33	66	<0.0001
GO:0070011	peptidase activity, acting on L-amino acid peptides	68	225	0.0010

### Crucial genes involved in the *B*. *bassiana* infection to *P*. *xylostella*

Up- and downregulated *B*. *bassiana* genes (|log_2_ R| ≥ 1) reached 1934 and 1871 in the DGE libraries at 36/24 hpt_I_, and 3497 and 1071 at 48/36 hpt_I_, respectively. 

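Fungal genes that were called encode surface proteins, enzymes and proteins of translation, with several hypothetical proteins. Relative to all fungal reads, 3 genes were called higher and 4 lower at 36/24 hpt_I_, and 3 higher and 16 lower at 48/36 hpt_I_. From 24 to 36 hpt_I_, GEgh16 protein (BBA_08491) went from 57 to 3 reads (log2 ratio -4.14, 95% interval -6.46 to -2.52) and 1-pyrroline-5-carboxylate dehydrogenase (BBA_02101), an enzyme of proline breakdown, from 39 to 2 (-4.18, 95% interval -7.27 to -2.23). Quercetin 2,3-dioxygenase (BBA_08433) went from 3 to 32 reads and then to 9 (log2 ratios 3.52, 95% interval 1.85 to 5.88, and -2.92). Lysyl-tRNA synthetase (BBA_03037) went from 0 to 21 reads, a log2 ratio of 2.92 against the floor (lower end of the 95% interval 2.49). From 36 to 48 hpt_I_, adhesin protein Mad1 (BBA_02419), which attaches conidia to the insect cuticle, went from 54 to 23 reads after 105 at 24 hpt_I_ (log2 ratio -2.32), and a WSC domain-containing protein (BBA_02781) fell by 1.88 on the log2 scale. A serin endopeptidase (BBA_08695) went from 2 to 100 reads (4.55, 95% interval 2.66 to 7.62) and a CFEM domain-containing protein (BBA_09339), of a family of fungal surface proteins, from 10 to 99 (2.21). With host plus fungal reads as the total, 106 genes were higher and 2 lower at 48/36 hpt_I_, and of the genes named here BBA_02419, BBA_02781 and the fall of BBA_08433 were no longer called. Changes of 2-fold, 4-fold and 8-fold were simulated at the depths of 36 and 48 hpt_I_. The test recovered 6 of 67, 22 of 67 and 44 of 66 changed genes. These were drawn from genes with more reads than the typical fungal gene, so the shares do not apply to genes with a few reads. A 2-fold change lies on the threshold of the call, and the host test at its larger depth also recovered only 25 of 67. Of 4-fold changes the host test recovered 66 of 67, while most 4-fold changes of fungal genes went uncalled.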

Up to 556 fungal genes were co-upregulated at the three time points, contrasting to only 149 co-suppressed genes. The fungal genes were enriched in 9, 11 and 10 KEGG pathways at 24, 36 and 48 hpt_I_ (*P* < 0.01; Table 3) respectively. Of those, five were co-enriched at the three time points, including energy metabolism and substance biosynthesis (oxidative phosphorylation and TCA cycle), while two or three were specifically enriched at each time point, such as pyruvate metabolism and glyoxylate and dicarboxylate metabolism only at 24 hpt_I_, aminoacyl-tRNA biosynthesis, protein export and RNA polymerase only at 36 hpt_I_, and ribosome biogenesis and 2-oxocarboxylic acid metabolism only at 48 hpt_I_.

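Oxidative phosphorylation and the citrate cycle supply energy for growth, and ribosomes the proteins. Reads of cytosolic ribosomal proteins numbered 2076 (10.3% of fungal reads) at 24 hpt_I_, 2559 (13.8%) at 36 hpt_I_ and 6744 (17.0%) at 48 hpt_I_. 40S ribosomal protein S19 (BBA_04161) was called higher at 48/36 hpt_I_, with 91 reads against 9 (log2 ratio 2.25). On the list's scale the ribosomal genes had a median log2 ratio of 0.52 over 62 genes at 36/24 hpt_I_ (percentile 99.99). There 0 were called (2 higher when adjusted over the list alone). At 48/36 hpt_I_ the median was 0.41 over 65 genes (percentile 93.2). Genes of oxidative phosphorylation had 301, 290 and 842 reads (1.50%, 1.56% and 2.12%), with 50, 53 and 64 of 64 genes detected and 0 called. Their medians were 0.23 over 10 genes (percentile 73.2) and 0.32 over 19 (percentile 92.5). Enzymes of the citrate and glyoxylate cycles, which let fungi live on fatty acids and acetate, had 150, 123 and 372 reads over 26 genes, or 0.748%, 0.661% and 0.938%. Heat shock proteins and chaperones had 239, 296 and 853 reads (1.19%, 1.59% and 2.15%).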

**Table 3:** KEGG enrichment analysis of *B*. *bassiana* genes.

Pathway ID	Description	*P* value		
		24 hpt_I_	36 hpt_I_	48 hpt_I_
ko03010	Ribosome	1.29E-18	7.50E-20	1.98E-15
ko00190	Oxidative phosphorylation	6.33E-08	1.71E-06	3.99E-07
ko03050	Proteasome	3.33E-05	2.78E-04	1.45E-03
ko01200	Carbon metabolism	8.23E-05		6.13E-05
ko00020	Citrate cycle (TCA cycle)	9.58E-04	3.76E-03	1.10E-04
ko04141	Protein processing in endoplasmic reticulum	1.56E-03	2.81E-05	5.06E-03
ko00620	Pyruvate metabolism	2.74E-03		
ko00010	Glycolysis / Gluconeogenesis	3.07E-03	8.02E-04	
ko00630	Glyoxylate and dicarboxylate metabolism	5.74E-03		
ko00970	Aminoacyl-tRNA biosynthesis		5.12E-03	
ko03008	Ribosome biogenesis in eukaryotes			7.44E-05
ko01230	Biosynthesis of amino acids		4.15E-03	1.13E-06
ko03013	RNA transport		5.35E-04	8.00E-04
ko03060	Protein export		6.59E-03	
ko03020	RNA polymerase		8.48E-03	
ko01210	2-Oxocarboxylic acid metabolism			3.07E-03

The detected fungal genes were enriched in 91, 116 and 101 GO terms at 24, 36 and 48 hpt_I_ (*P* < 0.01; Tables K–M in S1 File), respectively. Two terms specifically enriched at 24 hpt_I_ were antioxidant activity and peroxidase activity, which are relevant to 10 antioxidant genes and seven peroxidase genes and indicate an importance of antioxidation for the fungal infection to the pest at the early stage of cuticular penetration. 

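Catalases, peroxidases and superoxide dismutases remove the reactive oxygen that an insect releases against a fungus. Catalase/peroxidase HPI (BBA_09338) had 75, 65 and 46 reads at 24, 36 and 48 hpt_I_. It was called lower at 48/36 hpt_I_ relative to fungal reads (log2 ratio -1.59, 95% interval -2.17 to -1.02), but not under TMM scaling of fungal reads or with host plus fungal reads as the total. Of 32 fungal genes of antioxidant enzymes, 22, 20 and 29 were detected at the 3 times. They took 191, 191 and 290 reads, which is 0.952%, 1.03% and 0.731% of fungal reads. At 36/24 hpt_I_ 0 of them were called. At 48/36 hpt_I_, 6 of them passed the RPKM filter and had a median log2 ratio of -0.84 (percentile 7.27).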

The host insect is assumed to generate superoxide anions harmful to the fungus via its immune defense response to the fungal infection. The expression of antioxidant and peroxidase genes could help the fungus to overcome the harmful effect [33,53–55]. Additionally, 24 fungal genes were enriched in proteolysis at 36 hpt_I_, a time point approaching to the completion of cuticular penetration. 

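Secreted proteases of the subtilisin, trypsin and metalloprotease families open the protein layers of the insect cuticle. Of 78 fungal genes described as proteases, intracellular ones included and the serin endopeptidase BBA_08695 not among them, 32, 50 and 59 were detected at 24, 36 and 48 hpt_I_, the increase from 24 to 36 hpt_I_ coming at a lower fungal depth. Their summed reads were 314, 274 and 316, or 1.57%, 1.47% and 0.797% of fungal reads. Metalloprotease 1 (BBA_08863) had 68 and 58 reads at 24 and 36 hpt_I_ and 6 at 48 hpt_I_, a log2 ratio of -4.37 at 48/36 hpt_I_ (95% interval -5.87 to -3.16). This call held with host plus fungal reads as the total. Chitin, the other barrier of the cuticle, is cut by chitinases: 6, 10 and 15 of 19 genes of chitinases and chitin-active enzymes were detected, with 68, 51 and 45 reads. A chitinase-like protein (BBA_05264) went from 18 to 3 reads at 48/36 hpt_I_ (-3.68, 95% interval -6.08 to -1.90), a call lost under TMM scaling and with host plus fungal reads as the total.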

Apparently, these genes could be likely involved in the degradation of host cuticle and defense proteins.

Secreted proteins are considered to be crucial effectors likely involved in fungal invasion and virulence [56–58]. In this study, our DGE libraries contained up to 246 fungal genes encoding putative secretion proteins that were co-expressed at two or three time points. Among those, 116 were co-expressed at the three time points (Table N in S1 File) and hence could be likely involved in the cuticular penetration, intrahemocoel proliferation and lethal action of *B*. *bassiana*.

### Conclusive remarks

Thousands (44%) of *B*. *bassiana* genes were differentially expressed at 24–48 hpt_I_ for successful infection to *P*. *xylostella*. In contrast, the host genes were differentially expressed at a much lower proportion (~15% only) in response to the fungal infection despite a variation over the infection time. 

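An infected larva yields RNA of host and fungus together, and the fungal part was small. Host genes called at 24, 36 and 48 hpt_I_/hpt_C_ averaged 14.9% of the 18071 genes of the host genome. In the authors' host comparisons of these times the median listed gene had 175, 249 and 196 reads over the 2 libraries together. Of the 5797 fungal genes tested at 48/36 hpt_I_, 0.328% were called relative to fungal reads, adhesin Mad1 and metalloprotease 1 among them. With host plus fungal reads as the total, as used for host genes, 108 were called, metalloprotease 1 but not Mad1 among them. In the authors' fungal comparisons the median listed gene had 3 reads over the 2 libraries together at 36/24 hpt_I_ and 4 at 48/36 hpt_I_. No read was found in 1 of the libraries for 75.2% and 67.1% of those genes. In the simulation at the depth of 36 h, the host test recovered 25 of 67 genes with 2-fold and 66 of 67 with 4-fold changes. The fungal test at the depths of 36 and 48 hpt_I_ recovered 6 of 67 and 22 of 67. A 2-fold change lies on the threshold of the call. From the lower proportion of changed host genes than of changed fungal genes, the paper states that the imbalance determines the outcome, the collapse of the host defense.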

The unbalanced low proportion of the host genes expressed in the immune defense against the fungal attack obviously determines the fate of the host-pathogen interaction, i.e., collapse of the host defense systems by *B*. *bassiana* and subsequent increase of the host death. This fact highlights a genome-wide background for *B*. *bassiana* to attack not only *P*. *xylostella* but many more insects and mites [8] and hence for its great potential against global arthropod pests. Our transcriptomic analyses provide the first insight into a genome-wide interaction between *B*. *bassiana* and *P*. *xylostella* and many clues to further explore molecular mechanisms involved in the host-pathogen interactions.

## Supporting Information

S1 File **Figure A and Tables A**–N.
(PDF)

How the deposited data were processed for this re-analysis (not part of the article)

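The authors deposited, for each library, the count of uniquely matched reads of every detected gene, made from clean tags mapped with SOAP2 to the genomes of the moth and the fungus with up to 5 mismatched bases. The RPKM values deposited by the authors are these counts scaled to gene length and to the total of host and fungal reads. The log2 ratio in the authors' comparison tables is that of RPKM, with 0.001 set for a gene absent from a library. The p-value and FDR in the authors' host tables were deposited with them, and the test behind them is not given in the sources used here. Counts and RPKM were used here as deposited, and ratios, p-values and FDR were recomputed. Rows without a gene name were left out: 0, 1 and 2 fungal rows at 24, 36 and 48 hpt_I_, holding 0, 2 and 4 reads.

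The tests, thresholds, gene lists and alternatives were chosen before the data were examined, with the exceptions named here. The scale of the fungal lists was changed to fungal reads as the total after the medians of a first run were seen. Description matches that do not belong to a list (129 matches in 17 lists) were removed after reading the descriptions but before seeing values. The comparison with the other 2 controls, the counts with 0.001 for absent genes and the totals without the 10 genes with the most reads in each library were added after the data were seen. The genes called by edgeR, the called fungal genes, the genes read in infected larvae only and the Osiris and ecdysone-response genes were chosen for naming after their values were seen.

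Genes were otherwise named by rule. In each comparison of infected with control larvae these are the 6 higher and the 6 lower called genes with the largest ratios, at least 200 reads in the higher library and a description that names a protein. To these come the 2 called genes with the most reads in each list with at least 3 called members, the genes that the paper names or describes by value, and the 8 fungal genes with the highest RPKM per library. Comparison with the other controls uses the summed reads of the control libraries of the other time points.

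Of the 30 host and 17 fungal gene lists, those with at least 5 genes with an RPKM of at least 1 in 1 or both libraries were used. Most fungal lists had fewer. Medians were taken on log2(RPKM + 0.1) over these genes. They are described by their percentile among 10000 random lists matched in 20 bins of expression. The median of all host genes on this scale was -0.26, 0.24 and 0.26 at 24, 36 and 48 hpt_I_/hpt_C_. No p-value was taken across genes of a list within a comparison. Lists over the 3 time points were tested by camera with its preset correlation of 0.01 and with the estimated correlation.

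The simulation added known changes to libraries drawn at the real depths from a common profile, with counting error alone. The exact test made 0 false calls there among 14901 host and 5345 fungal genes. The draws held no spread between samples, so this number does not give the rate of false calls in the real comparisons. Enrichment of KEGG pathways and GO terms, secretion signals, qRT-PCR and mortality were not analysed here. Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.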

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

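The comparison with the falls at 48 h, the counts and midgut values against other controls and the totals without the 10 genes with the most reads were chosen only after the result was seen. The other tests were set beforehand. Intervals in this section were drawn over genes as if these were independent, so they do not cover differences between samples. The control-library tests met the rule set beforehand and were left open afterwards because of the falls at 48 h, and what the TMM, midgut and fungal growth tests can decide was also judged again afterwards.

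Antimicrobial peptides, recognition proteins and serpins were higher at each time point by more than they moved between control libraries, with smallest median log2 ratios of 1.144, 0.892 (0.51 and inside the central 95% of random lists without the RPKM filter) and 0.443. The serpin value at 48 h had percentile 84.2, inside the central 95% of random lists, with 6 of 16 genes called. Calcium channels had a median of 0.675 at 48 h, opposite in sign to 24 h (-1.23) and 36 h (-0.90), a difference that was not tested. Control libraries also differed among themselves: 1966 genes were called at 36/24 hpt_C_ and 2672 at 48/36 hpt_C_, and 681 genes fell at the first and rose at the second, where independent lists would share 203. Both comparisons use the 36 hpt_C_ library with opposite sign, so part of that overlap comes from the design.

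At 36 h more host genes were higher than lower, and the control library of 36 h may have added to this. Against the other 2 controls the median of the higher genes fell from 1.89 to 0.93, so a share of 0.49 (0.465 to 0.509) was kept, but at 48 h the shares kept were 0.457 and 0.460, so selection of called genes alone could give it. TMM scaling, with 1.89 times as many higher as lower genes, moves every gene alike and does not decide whether a few genes took most of the counts. Leaving the 10 genes with the most reads in each library out of the totals gave 3.47 (3.20 to 3.78), so those genes do not account for the excess. A larger share of midgut RNA stays open: 25 midgut structural and brush-border genes had a median of 1.757 (1.087 to 2.643), but 0.50 (0.13 to 1.00) against the mean of 24 and 48 hpt_C_, where 36 hpt_C_ itself lay at -1.12 (-1.35 to -0.58). Larvae at different points of the moult were not tested for at 36 h, and this also stays open. The Osiris genes had 8860 reads at 36 hpt_I_ and 75 at 36 hpt_C_, with 9 of 11 called higher. Cuticle proteins had 25 higher and 36 lower of 88.

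At 24 h more host genes were lower than higher. TMM scaling, with 0.95 times as many lower as higher genes, moves every gene alike and does not decide whether a few genes took most of the counts. Without the 10 genes with the most reads in each library the totals gave 2.92 (2.66 to 3.22), so those genes do not account for the excess. The 24 h control could also stand apart: against the other controls the share kept, 0.466 (0.435 to 0.497), was as low as at the other times, but the larger group turned (1086 higher, 700 lower) at 24 h alone. Larvae at different points of the moult would move cuticle genes, whose median was -0.668 at 24 h, and both explanations stay open.

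Most fungal genes past a 2-fold ratio rest on a few reads, and counting error might give many of them. Libraries drawn from a single common profile gave 58.6% of the real number at 36/24 hpt_I_ and 80.3% at 48/36 hpt_I_. Growth of the fungus between 36 and 48 h stays open as a source of the excess of higher genes. Their share fell by 18.7 percentage points, from 76.6% to 57.8%, with fungal reads as the total, but this total moves every fungal gene alike and does not decide.

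The 10 splits of the 6 libraries into 3 and 3 are too few for a test. The real split called 15 genes and the highest other 11, with 1 split at the real value, the real split itself. For lists the real split called 14 and the highest other 16, with 4 splits reaching the real value, the real split among them. Splits that put both libraries of a time point on the same side compare, with the time term, a single remaining pair. Those with 11 genes and 15 lists compare infected and control larvae of 36 h alone, so they are not free of infection.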

How the results depend on the processing

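Of 176 alternatives to 37 results, 99 left the result the same and 77 moved it. The larger of the higher and lower counts changed sides in 5 of 42 settings of host comparisons and in 6 of 12 of fungal comparisons, as at 24 h (586 and 1491) and 36/24 hpt_I_ (1273 and 462) with TMM scaling. Of 608 scalings of 304 named-gene ratios, 114 lost the call and 0 turned the sign of a called ratio. The other 494 kept the call or belonged to ratios without a call in the main setting. Fungal genes detected (3148, 3612 and 4920) were 192, 162 and 302 at an RPKM of at least 1, and 1115, 967 and 1963 at 5 reads or more. The fungal share of 0.1013%, 0.0852% and 0.1831% was 0.0942%, 0.079% and 0.1674% without the 10 fungal genes with the most reads, and 0.1304%, 0.1002% and 0.2123% without conserved genes. Host calls, higher and lower, were 888 and 845 (24 h), 1943 and 1028 (36 h), 1349 and 1279 (48 h), 668 and 847 (36/24 hpt_I_) and 268 and 985 (48/36 hpt_I_) with TMM scaling. At an absolute log2 ratio of at least 2 they were 202 and 385, 1264 and 102, 617 and 232, 324 and 105, and 59 and 237. With an assumed biological coefficient of variation of 0.4 they were 3 and 0, 64 and 3, 0 and 3, 12 and 4, and 0 and 19, and 13 and 11 genes were called at 36/24 and 48/36 hpt_C_. By size alone on log2(RPKM + 1) there were 930 lower at 24 h, 835 higher at 36/24 hpt_I_ and 259 higher at 48/36 hpt_I_. Against the other 2 controls, an alternative chosen after the data were seen, there were 1086 and 700 (24 h), 1407 and 1020 (36 h) and 1767 and 755 (48 h). Without the 10 genes with the most reads in the totals, also chosen after the data were seen, there were 548 and 1599, 2350 and 677, and 2207 and 753. Fungal calls, higher and lower, of 3 and 4 (36/24 hpt_I_) and 3 and 16 (48/36 hpt_I_) were 6 and 3, and 13 and 11, with TMM scaling. They were 3 and 10, and 106 and 2, with host plus fungal reads as the total, 11 and 12, and 7 and 30, at 10 reads or more, and 3 and 4, and 2 and 6, after thinning. By size alone they were 834 and 1626, and 3062 and 458, with absent genes at 1 read, and 1933 and 1871, and 3495 and 1070, with absent genes at 0.001, chosen after the data were seen. Of the few fungal lists with enough genes past the RPKM filter, 0 lay outside the central 95% of random lists at 48/36 hpt_I_. Without that filter 5 fungal lists did. At 36/24 hpt_I_ the fungal ribosomal proteins lay outside (percentile 99.99). The 15 genes called by edgeR over the 3 time points were 32 with library totals, 19 without the time term, 215 without filter (199 higher, 16 lower), 434 with DESeq2 (355 and 79) and 68 with limma (65 and 3). When a time point was left out edgeR called from 0 to 157 genes. The 0 came without 24 h, where 1933 genes had a raw p under 0.05, while 53 higher and 13 lower genes were called without 36 h and 151 and 6 without 48 h. The 14 lists called by camera were 9 to 14 when a time point was left out, 0 with estimated correlations (lowest adjusted p 0.576) and 0 with fry (lowest adjusted p 0.302), where 15 of 29 lists had a mixed p under 0.05. Of 320 trials, in which 80 list places outside the central 95% were put under 4 settings, 303 stayed on their side, 17 came inside and 0 crossed. Other settings for KEGG pathways were not run.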

Differences from the paper's values

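The paper gives 996 host genes detected in infected larvae only, and 577 were found here. A definition tried after seeing the values, genes in all 3 infected libraries but not in all 3 control libraries, gives 996, and its mirror gives 328. Of those 996, 55 were read in 0, 222 in 1 and 719 in 2 control libraries.

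The paper's fungal genes at 36/24 hpt_I_ are 1934 higher and 1871 lower, and 3 and 4 were found here. The paper's fungal genes at 48/36 hpt_I_ are 3497 higher and 1071 lower, and 3 and 16 were found here. Of the alternatives set before the data were examined, TMM scaling, host plus fungal reads as the total, at least 10 reads and thinning still differ from the paper for all of these counts. Size alone with absent genes at 1 read comes within 1.5 times the paper's number for the lower genes at 36/24 hpt_I_ (1626) and the higher genes at 48/36 hpt_I_ (3062), and stays beyond that for the other counts (834 and 458). Size alone with absent genes at an RPKM of 0.001, chosen after seeing the values, gives 1933 and 1871, and 3495 and 1070, which are also the numbers of higher and lower named genes in the authors' tables. The paper's percent of fungal genes called is 44, and 0.328 was found here at 48/36 hpt_I_. The value here is of 5797 genes tested with p, FDR and size thresholds, while the paper gives its fungal counts by the size of the ratio and as a share of fungal genes, so denominator and threshold differ.

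The paper's fungal genes higher in both comparisons are 556 and those lower in both 149, and 0 and 1 were found here. The planned size threshold alone gives 163 and 38, which still differ. The 0.001 setting gives 555 and 149.

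The paper's uniquely matched reads exceed the reads of named genes summed here in all 6 libraries, from 31695748 against 23021714 at 36 hpt_C_ to 28419774 against 18277855 at 48 hpt_C_. Only at 48 hpt_C_ is the gap past 1.5 times, and the measures are not the same count.

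The paper's detoxification genes higher at 24 h are 2 and at 48 h 10, and 4 and 21 were found here. The paper counts within a set of 42 genes and 125 genes were matched by description here, so the gene sets differ.

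The direction of the larger group is the same in the paper and here for the host genes at 24, 36 and 48 h, and the same in the authors' tables and here for the host genes at 36/24 and 48/36 hpt_I_. For the fungal genes at 48/36 hpt_I_ the paper has more higher than lower genes, and more lower than higher genes were found here with fungal reads as the total. With host plus fungal reads as the total, 106 higher and 2 lower genes were found, the same direction as the paper's. At 36/24 hpt_I_ the paper has slightly more higher than lower fungal genes, and 1 more lower gene was found here. Of the genes called here, 0 host genes had the opposite direction in the authors' tables.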

Other observations

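Cuticle proteins had a negative median at each time point, with 6 higher and 23 lower of 106 at 24 h (median -0.67), 25 and 36 of 88 at 36 h (-0.63) and 3 and 50 of 95 at 48 h (-1.43, with 51 lower when adjusted over the list alone). Larval cuticle protein LCP-17 (Px003255.1) fell by 1.04 at 36 h (0.97 and uncalled against the other controls) and 1.45 at 48 h. Camera gave an adjusted p of 2.25e-13, and 0.576 with the estimated correlation. The list also fell in the controls, with 1 higher and 64 lower of 105 at 36/24 hpt_C_ (65 lower when adjusted over the list alone).

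The 11 Osiris genes had 68, 75 and 255 reads in the controls and 621, 8860 and 546 in infected larvae at 24, 36 and 48 h. Nuclear hormone receptor HR3 (Px008400.1), a gene of the ecdysone response, had log2 ratios of 1.03, 4.42 and -4.02. The last rests on 714 reads at 48 hpt_C_, with 42 and 16 at 24 and 36 hpt_C_, and against those controls it turned to 0.91, uncalled. The 18 ecdysone-response genes had 2 higher and 6 lower at 24 h, 4 and 0 at 36 h and 1 and 3 at 48 h.

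Muscle proteins had 5 higher and 17 lower of 40 at 36 h (median -0.88) and 14 higher and 1 lower of 40 at 48/36 hpt_I_ (0.90). Myosin heavy chain (Px007815.1) fell by 1.25 at 36 h (0.73 and uncalled against the other controls) and was higher by 1.27 at 48/36 hpt_I_. Camera gave an adjusted p of 0.0369, and 0.818 with the estimated correlation, and the direction turned without 36 h.

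Chitin metabolism and peritrophic matrix genes had 17 higher and 2 lower of 34 at 36 h (median 1.06). Neuronal proteins had 0 higher and 8 lower of 58 at 24 h (-0.58, inside the central 95% without the RPKM filter). Testis and sperm genes had 17 higher and 1 lower of 42 at 36 h (0.82) and 16 and 1 of 47 at 48 h (0.84, but 0.55 and inside the central 95% without the RPKM filter), with an adjusted p of 0.00339 from camera and 0.613 with the estimated correlation. Juvenile hormone and ecdysteroid genes had 20 higher and 2 lower of 51 at 36 h (0.57, with 3 lower when adjusted over the list alone). Transposon-related genes had 6 higher and 15 lower of 80 at 48 h (-0.20), and odorant and chemosensory proteins 3 and 5 of 42 (-0.38). Storage proteins and lipophorins had 3 higher and 0 lower of 10 at 48 h (0.77), heat shock proteins 4 and 0 of 18 (-0.29), and antioxidant enzymes 4 and 8 of 38 (0.21). Oxidative phosphorylation had 21 higher and 2 lower of 85 at 36 h (0.06, with 24 higher when adjusted over the list alone). Sulfatases had 1 higher and 1 lower of 10 at 48 h (-0.45, inside the central 95% without the RPKM filter).

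Cytosolic ribosomal proteins had 1 higher and 0 lower of 75 at 24 h (median 0.24). Ribosomal protein L32 (Px008022.1), the reference gene that the paper uses for qRT-PCR, had log2 ratios of 0.34, 0.21 and -0.01 at 24, 36 and 48 h, and the sign at 36 h turned under TMM scaling. Over all genes the libraries of 36 and 48 hpt_I_ had the highest correlation (0.962), and 48 hpt_C_ with 36 hpt_I_ the lowest of those named here (0.916).

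In the fungus, cell wall synthesis genes had 227, 132 and 222 reads at 24, 36 and 48 hpt_I_, histones and cell division genes 240, 187 and 478, and hydrophobins, adhesins and LysM proteins 197, 130 and 233. Lipases and esterases had 108, 74 and 128 reads, cytochrome P450 genes 50, 40 and 81, secondary metabolite synthases 36, 19 and 47, and osmolyte genes 28, 34 and 61.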
